A study of Mus musculus with 2 samples.

How the data were processed

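MicroRNA-seq libraries were made from the hippocampus of male B6CASTF1/J mice aged 2 months. This strain is the first-generation cross of C57BL/6J and CAST/EiJ mice. MicroRNAs are short RNAs cut from hairpin precursors, and per the labels the libraries held fragments under 30 nt. The labels put both samples in 1 group, as biological replicates 1 and 2. They name separate biosamples but a single donor entry, so values of spread cover the difference between these 2 samples and may not cover the difference between animals. No second group was present, and no comparison between conditions was made.

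The deposited values were counts of reads per miRNA gene, as whole numbers without normalization, in 1 table per library. Per the labels the assembly was mm10, and the deposited sample descriptions name GENCODE annotation M21. The aligner, the counting program and their settings were not given in the sources used here. Each deposited table held counts for 2202 miRNA genes in 3 columns, for both strands together, for the strand of the gene and for the opposite strand. All 2202 gene identifiers matched miRNA genes of annotation M21, which supplied symbols, coordinates, host genes and hairpin sequences. The 4 rows that name no gene were kept out of library sizes and tests. In the same-strand column they held 16.2% unmapped, 42.6% multimapping, 5.16% no-feature and 0% ambiguous reads of replicate 1. The shares in replicate 2 were 15.1%, 46.0%, 4.70% and 0%. Gene counts and these rows summed to the same library total in every column, so a multimapping read was in no gene's count. MicroRNAs made from several identical loci are undercounted wherever their reads could not be placed. Counts were given per gene, so the products of both hairpin arms were summed, and no mature sequence was used here.

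Before the data were examined, the strand column with the larger total was chosen for use, and this was the same-strand column in both libraries. The deposited counts of each library were scaled to a sum of 1000000 over its miRNA genes, and the scaled values are called CPM. A gene was called detected at 2 CPM or more in both libraries. The composition was described with Wilson 95% intervals per library and with the mean and SD over the 2 libraries. Intervals and floors cover counting error only, since reads amplified without molecular identifiers are not independent molecules. A count of 0 allows up to 3 counts, which equals 1.29 CPM in replicate 1 and 0.879 CPM in replicate 2.

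Replicates were compared by Spearman and Pearson correlation of log2(CPM + 1) across the genes at 2 CPM or more in at least 1 library, with bootstrap intervals from 1000 resamples of genes. A chi-square test of counts over genes checked whether 1 library had been deposited under both names. The biological coefficient of variation was the square root of the common dispersion from edgeR 4.0.16 (R 4.3.3), with an intercept only, TMM factors of 0.991 and 1.01 and the detected genes. Its interval came from 200 bootstrap resamples. Single genes were compared between the libraries by a two-sided exact binomial test with TMM effective library sizes and Benjamini-Hochberg adjustment at 0.05. That test compares 2 libraries, not conditions. Log2 ratios used 0.5 added to each count.

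The genes named were chosen by a rule fixed before the data were examined. They are the 25 genes with the highest mean CPM, up to 4 leading members of each fixed list, and the 5 most different genes in each direction among those with a mean of 100 CPM or more and an adjusted exact binomial p below the threshold. Other genes are named as chosen after their values were seen. The fixed lists were the let-7, miR-29, miR-30 and miR-181 families, the miR-17-92 and paralog clusters, and the Dlk1-Dio3, Sfmbt2, X-linked testis-type, stem-cell and Hox-embedded clusters. Further lists held neuron-enriched genes and the activity-regulated pair of Mir132 and Mir212. Lists for other cell types or tissues covered oligodendrocytes, microglia and leukocytes, endothelium, mural cells and smooth muscle, erythrocytes, choroid plexus and other epithelium, sensory and thalamic neighbours, striated muscle, liver, and pancreas and pituitary. No astrocyte list was fixed. A family name took in members differing by a letter or a copy number and never by further digits. Symbols used by the annotation in an older form were matched through the RefSeq synonym table. Mir134 is in both the neuron-enriched and the Dlk1-Dio3 list, and Mir132 and Mir212 are in both the neuron-enriched list and the pair. A ratio of list sums was called larger than the replicate spread when it lay on the same side of 1 in both libraries and its mean log2 exceeded 2 SD. No p is given for these ratios because the smallest two-sided sign-flip p with 2 libraries is 0.5. Multi-copy genes, those with a numbered copy suffix and a sister copy, were compared with other genes by a two-sided Fisher's exact test on detection.

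On simulated counts for the comparison of the 2 libraries over 401 genes, the binomial step called 64% of genes changed 1.5-fold, 79% of genes changed 2-fold and 0.498% of unchanged genes. Simulated coefficients of variation of 0.1, 0.3 and 0.5 over 401 genes were recovered as 0.105, 0.318 and 0.493. Alternatives covered the detection rule, the count column, low-count filters, the pseudocount, DESeq2 1.42.0 size factors, library totals without TMM factors, CPM with the 5 most abundant genes left out of the total, lists without multi-copy genes, and each library left out. Other computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots used matplotlib 3.10.9.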

Results

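MicroRNA abundance was measured in the hippocampus of 2-month-old male B6CASTF1/J mice, with 1 group and 2 biological replicates. Replicate 1 held 6441333 reads, of which 2322520 were counted on miRNA genes. Replicate 2 held 10003856 reads, of which 3414105 were counted on miRNA genes. Multimapping reads made up 44.3% ± 2.43 (SD, n = 2) of the libraries and miRNA-gene counts 35.1% ± 1.36 (SD, n = 2). With no second group, the comparisons below are between miRNA genes, between lists of miRNA genes and between the replicates.

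**Figure D1:**
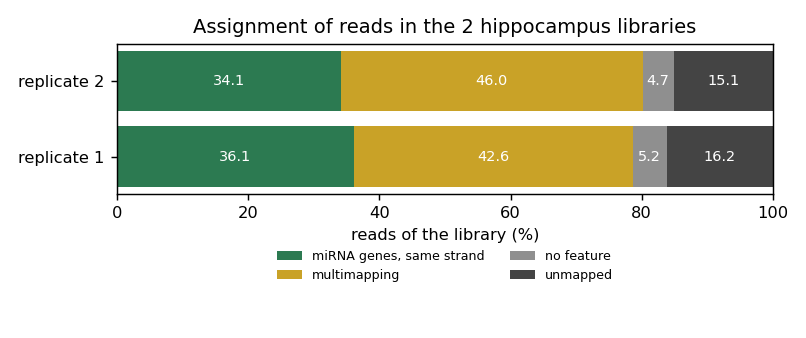
Share of reads (%) in each of the 2 libraries that was counted on miRNA genes, mapped to several places, mapped outside miRNA genes or was unmapped. Multimapping reads were the largest class in both bars, at 42.6% and 46.0%.

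The let-7 family, whose members act in developmental timing and differentiation, dominated the reads that could be placed on miRNA genes. Multimapping reads outnumbered these placed reads in both libraries, and their sources were not measured. Shares and ranks, here and below, therefore describe placed reads only. The 12 genes of the let-7 family, all detected, together held 40.2% ± 4.43 (SD, n = 2) of miRNA-gene counts. Mirlet7g was the most abundant gene at 130646 ± 24205 CPM (SD, n = 2), followed by Mirlet7b at 104704 ± 4514 CPM and Mirlet7i at 73438 ± 13278 CPM. Mirlet7d reached 51922 ± 8164 CPM and Mirlet7e 27636 ± 17.3 CPM. Mir139 was the only gene outside this family among the 5 most abundant, at 70748 ± 15525 CPM.

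Mirlet7g (ENSMUSG00000065440.1) lies in an intron of Wdr82 on chromosome 9, positions 106178840 to 106178927 of mm10. Mirlet7b (ENSMUSG00000065564.1) overlaps an exon of the noncoding gene Lncppara on chromosome 15, positions 85707319 to 85707403. Mir139 (ENSMUSG00000065446.1) lies in an intron of Gm45837 on chromosome 7, positions 101475376 to 101475443. Of the 25 most abundant genes, 10 lay in introns and 2 overlapped exons of protein-coding genes, and 6 were classed as intergenic. That class includes Mir127, which lies opposite Rtl1, so it does not exclude a gene on the other strand. Mir127, at 39726 ± 1321 CPM, and Mir744, at 39694 ± 3335 CPM in an intron of Map2k4, followed the leading group. Mir99a was at 33399 ± 7371 CPM and Mir23b at 22793 ± 2622 CPM. Mir151, Mir126a, Mir191, Mir132, Mir128-1, Mir328, Mir29a and Mir137 had means between 10433 and 13801 CPM. The remaining members of the 25 were Mir26b, Mir330, Mir23a, Mir652, Mir433, Mir99b and Mir382, between 8299 and 9817 CPM. Mir26b, at 9817 ± 6813 CPM, had 4999 CPM in replicate 1 and 14634 CPM in replicate 2.

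The 10 most abundant genes held 60.4% of the counts of replicate 1 (Wilson 95% interval 60.4 to 60.5) and 58.5% of replicate 2 (58.5 to 58.6). At 2 CPM or more in both libraries, 401 of the 2202 listed miRNA genes were detected, and 1487 had 0 counts in both. The 92 genes at 1000 CPM or more held 95.4% of the counts. Of the detected genes, 391 had a symbol beginning with Mir. Counts of Mirlet7e, Mir126a and Mir191 rest on the strand-specific column, since another annotated miRNA gene overlaps each on the opposite strand and the unstranded column leaves under 1% of their reads. CPM values are shares, and leaving the 5 most abundant genes out of the total multiplies every value by 1.82 in replicate 1 and 1.70 in replicate 2.

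The neuron-enriched list, of genes known for high levels in neurons, summed to 43158 ± 11108 CPM (SD, n = 2), with 20 of 22 members detected. Its leading members by mean were Mir132 at 10916 ± 278 CPM, Mir128-1 at 10712 ± 8760 CPM, Mir137 at 10433 ± 2456 CPM and Mir138-1 at 3721 ± 1539 CPM. Their order differed between the libraries. Mir128-1 was the lowest of them in replicate 1, at 4518 CPM, and the highest in replicate 2, at 16906 CPM. The list summed to 35304 CPM in replicate 1 and 51013 CPM in replicate 2. The Mir128 genes, at 5631 and 19940 CPM, carried most of that difference. The list exceeded the oligodendrocyte list 8.08-fold in replicate 1 and 19-fold in replicate 2, and the microglia and leukocyte list 28.0-fold and 31.9-fold. It exceeded the endothelial list 2.37-fold and 4.09-fold, the mural and smooth muscle list 5.47-fold and 7.36-fold, and the erythrocyte list 18.4-fold and 44.4-fold. By the rule of 2 SD of the log2 ratio, each of these ratios was larger than the spread between the replicates. The ratios, here and below, compare sums over lists of different length, and do not compare levels per gene. The neuron-enriched list had 22 members, against 2 endothelial and 3 mural and smooth muscle members. Mir126a alone, on the endothelial list, had a mean of 13681 CPM, above the mean of every neuron-enriched gene. Mir124a genes, made at 3 loci and well known for their neuronal expression, contributed little to the list, with 7 and 16 counts.

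Among the other cell types, the endothelial list stood at 13681 ± 1707 CPM and rested on Mir126a, in an exon of Egfl7. The mural and smooth muscle list was at 6695 ± 339 CPM, mostly from Mir143 at 6530 ± 291 CPM, with Mir145a at 165 ± 47.6 CPM. The oligodendrocyte list was at 3525 ± 1191 CPM, from Mir338 at 1861 ± 70.4 CPM and Mir219a-2 at 1656 ± 1119 CPM, while Mir219a-1 was at 8.04 ± 1.42 CPM. Mir219a-2 differed between the replicates and carried most of that list's spread. The erythrocyte list was at 1537 ± 547 CPM, led by Mir451a at 1407 ± 566 CPM, Mir144 at 108 ± 18.6 CPM and Mir486 at 21.02 ± 0.505 CPM. The microglia and leukocyte list was at 1429 ± 239 CPM, with Mir150 at 767 ± 281 CPM, Mir146 at 541 ± 61.8 CPM, Mir142 at 78.2 ± 21.1 CPM and Mir155 at 38.2 ± 6.83 CPM.

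The choroid plexus and other epithelium list was at 1232 ± 7.82 CPM, with 9 of 12 members detected, led by Mir204 at 664 ± 105 CPM and Mir34c at 274 ± 152 CPM. The neuron-enriched list exceeded it 28.5-fold and 41.6-fold in replicates 1 and 2. The pancreas and pituitary list was at 2620 ± 331 CPM, mostly from Mir7b at 2028 ± 306 CPM, with Mir375 at 257 ± 26.6 CPM, and lay 12.4-fold and 21.4-fold below the neuron-enriched list. The sensory and thalamic list (Mir183, Mir182 and Mir96) was at 133 CPM in replicate 1 and 42.8 CPM in replicate 2, and the neuron-enriched list exceeded it 265-fold and 1193-fold. The striated muscle list was at 80.1 CPM in replicate 1 and 29.3 CPM in replicate 2, led by Mir206, with 55.1 and 24.0 CPM, and was exceeded 441-fold and 1742-fold. Its Mir1a and Mir133 genes, 5 of 9 members, share 20 nt or more with another miRNA gene and had 0 counts. Their reads may have been set aside as multimapping, so these folds cannot show how little muscle RNA was present. Leaving out multi-copy genes, as below, does not restore such reads. Mir122, the liver list's single gene, was at 46.4 ± 8.05 CPM, and was exceeded 678-fold and 1253-fold. The Hox-embedded list was at 19.1 ± 4.65 CPM, with Mir10a at 10.4 ± 0.570 CPM and Mir196b at 4.98 ± 3.31 CPM, and was exceeded 1577-fold and 3225-fold. No gene of the stem-cell clusters or of the X-linked testis-type cluster was detected, at list sums of 2.39 ± 0.342 and 1.23 ± 0.0849 CPM, where 3 counts equal 1.29 CPM in replicate 1.

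With multi-copy genes left out, the neuron-enriched list fell to 22913 CPM, and its mean ratio to the endothelial list was 1.68-fold in place of 3.11-fold. The same change gave 16.1-fold in place of 29.9-fold over microglia and leukocytes, 3.41-fold in place of 6.34-fold over mural cells, 15.4-fold in place of 28.5-fold over erythrocytes and 18.5-fold in place of 34.4-fold over choroid plexus and other epithelium. It gave 10.03-fold in place of 16.3-fold over pancreas and pituitary, 303-fold in place of 563-fold over sensory and thalamic neighbours, 471-fold in place of 876-fold over striated muscle, 496-fold in place of 921-fold over liver and 1225-fold in place of 2255-fold over the Hox-embedded list. Over the oligodendrocyte list, which loses Mir219a-2 and Mir219a-1, it gave 12.3-fold in place of 12.4-fold. With the unstranded column the ratio over erythrocytes was 389-fold, and none could be formed for oligodendrocytes and endothelium.

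**Figure D2:**
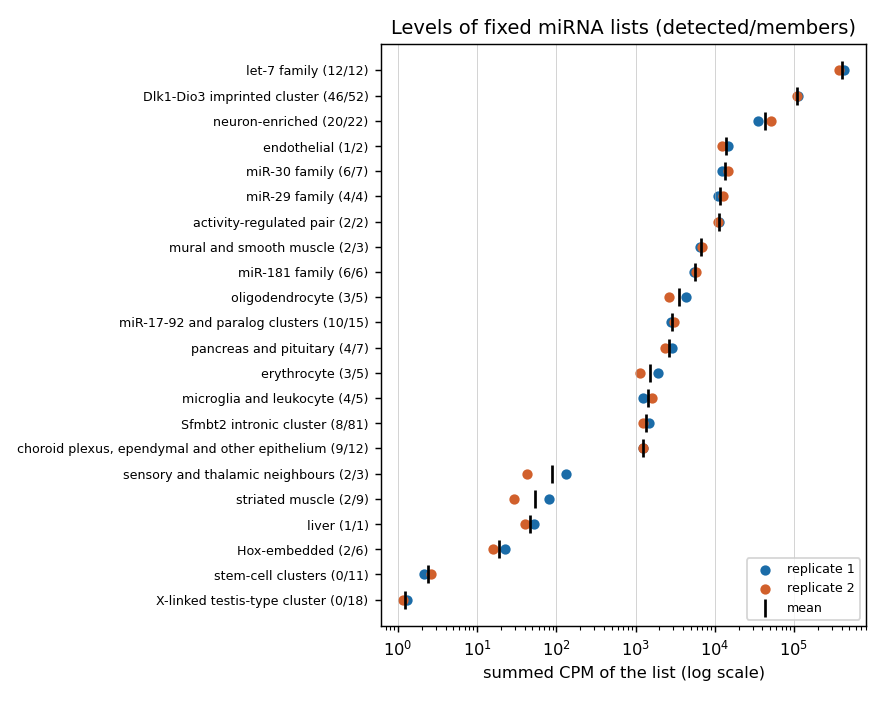
Summed CPM on a log axis of each fixed miRNA list in replicate 1 (blue) and replicate 2 (orange), with the mean as a bar and detected over listed members in parentheses. The let-7 family had the highest sum, a mean of 401573 CPM, and the X-linked testis-type cluster the lowest, 1.23 CPM.

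The listed microRNA genes of the imprinted Dlk1-Dio3 domain, transcribed from the maternal chromosome, formed the second most abundant list at 109994 ± 2752 CPM, or 11% ± 0.275 (SD, n = 2) of counts. Of its 52 members 46 were detected, and 51 lie on chromosome 12 between positions 109563692 and 109747960 of mm10. Mir127, which lies opposite the paternally expressed gene Rtl1, held 36.1% of the list. Mir433 was at 9449 ± 1323 CPM, Mir382 at 8299 ± 2112 CPM and Mir770 at 8205 ± 3191 CPM. Detected members spanned an 8686-fold range, down to Mir758 at 4.57 ± 0.988 CPM. The sum differed little between the replicates, at 111940 and 108049 CPM, although 34 of its 46 detected genes differed beyond counting error, 22 of them higher in replicate 2 and 12 lower. The count adjusted over the list alone was also 34. The fixed list leaves out detected genes inside this span, namely Mir341 at 1298 ± 33.7 CPM, Mir666 at 338 ± 9.83 CPM, Mir1188 at 29.9 ± 12.5 CPM, Mir3070b at 19.9 ± 4.12 CPM and Mir3070a at 11.02 ± 0.253 CPM. The counts do not separate the alleles of the hybrid.

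**Figure D3:**
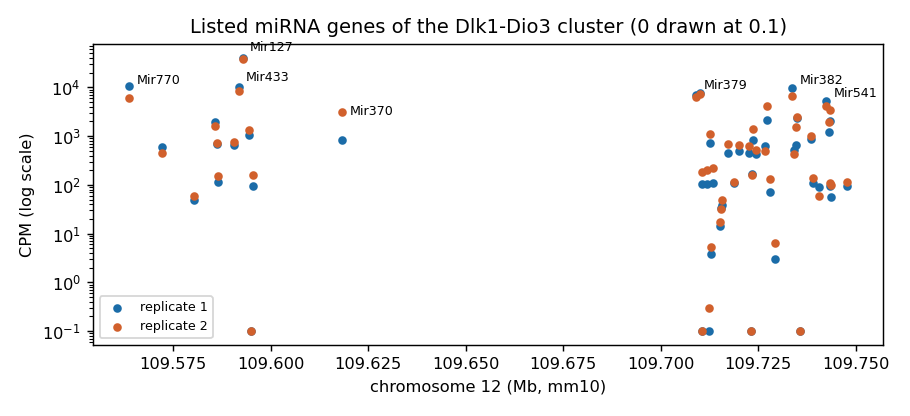
CPM on a log axis of each chromosome 12 gene on the Dlk1-Dio3 list against its start on chromosome 12 (Mb, mm10) in replicate 1 (blue) and replicate 2 (orange), with 0 drawn at 0.1 CPM. Values range from 0 to Mir127, which has a mean of 39726 CPM.

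The other families lay between these extremes. The miR-30 family was at 13373 ± 1662 CPM, led by Mir30d at 5259 ± 667 CPM and Mir30a at 4366 ± 569 CPM. Mir29a, at 10482 ± 1589 CPM, made up most of the miR-29 family (11823 ± 1184 CPM), with Mir29c at 1250 ± 408 CPM. The pair of Mir132 and Mir212, known to be induced by neuronal activity, summed to 11193 ± 251 CPM, of which Mir212 gave 277 ± 26.9 CPM. The miR-181 family was at 5678 ± 265 CPM, with Mir181d at 1995 ± 80.7 CPM and Mir181c at 1970 ± 429 CPM. The growth-associated miR-17-92 and paralog clusters were at 2928 ± 143 CPM, led by Mir93 at 1286 ± 93.4 CPM and Mir17 at 539 ± 114 CPM. The Sfmbt2 list was at 1358 ± 177 CPM, with 8 of 81 members detected, led by Mir467d at 667 ± 170 CPM. Of these 81 genes, 79 share 20 nt or more with another miRNA gene, so their counts are uncertain. The same limit applies to 4 of 6 miR-181 genes, 3 of 4 miR-29 genes and 2 of 7 miR-30 genes. It also applies to 4 of 15 genes of the miR-17-92 and paralog clusters. The order of members within these lists may therefore follow which reads could be placed.

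Between the replicates, the widest differences among genes at 100 CPM or more were in Mir301, which was 7.23-fold higher in replicate 2, and Mir31, which was 10.6-fold lower. Mir101a was 4.56-fold higher in replicate 2, Mir128-1 3.68-fold, Mir370 3.66-fold and Mir153 2.88-fold. Mir107 was 4.26-fold lower, Mir298 3.71-fold, Mir219a-2 2.88-fold and Mir34a 2.33-fold. Mir101a, Mir128-1, Mir107 and Mir219a-2 share 20 nt or more with another miRNA gene. The folds of these genes may therefore follow which reads could be placed in each library. Mir301, Mir370, Mir153, Mir31, Mir298 and Mir34a do not share such a sequence. Of the 12 let-7 genes 9 differed, 8 of them lower in replicate 2, and 9 differed when adjusted over the list alone. Mir301 had 261 and 2826 counts in replicates 1 and 2, and Mir31 had 1682 and 237.

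By the exact binomial test with Benjamini-Hochberg adjustment, 204 of the 401 detected genes (50.9%) differed between the 2 libraries beyond counting error. Of these, 113 were higher and 91 lower in replicate 2, 39 differed at least 2-fold, and 129 differed by less than 1.5-fold. At this depth small differences passed the test, such as 1.02-fold for Mir330 (adjusted exact binomial p = 0.0254). The median difference of detected genes was 1.26-fold, and 306 of them lay within 1.5-fold. Across the 466 genes at 2 CPM or more in at least 1 library, Spearman's rho was 0.969 (95% interval 0.958 to 0.977) and Pearson's r of log2 values was 0.981 (0.977 to 0.985). Genes are not independent replicates. The biological coefficient of variation from edgeR was 29.9% (95% interval 25.8 to 33.2), and a chi-square of 132901 on 714 degrees of freedom showed that the tables were not 1 library deposited under both names.

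**Figure D4:**
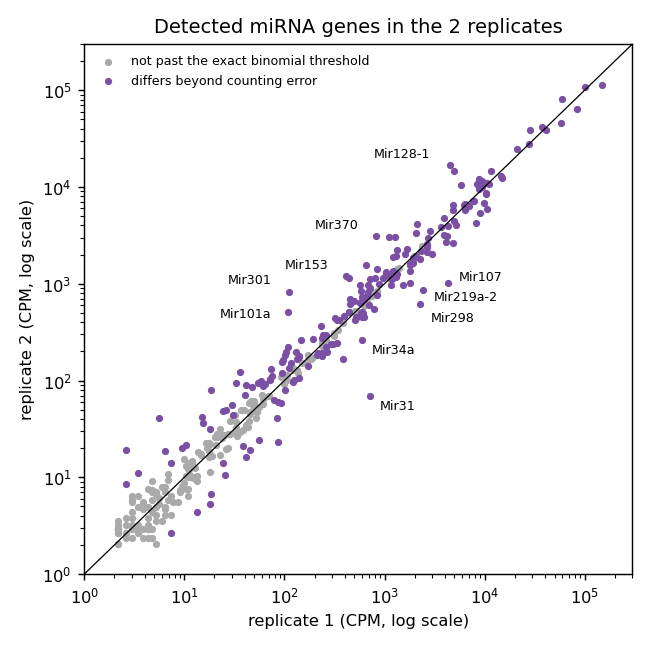
CPM of each detected miRNA gene in replicate 1 (x axis) and replicate 2 (y axis), both on log axes, with genes past the exact binomial threshold in purple, other genes in grey and the line of equality in black. The named genes are the 5 farthest from the line on each side among genes with a mean of 100 CPM or more, led by Mir301 (7.23-fold) and Mir31 (10.6-fold).

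MicroRNAs made from several identical loci were measured at very different levels. The 3 Mir124a genes, which share the 31 nt sequence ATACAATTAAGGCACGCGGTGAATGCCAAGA, summed to 3.85 ± 1.18 CPM (SD, n = 2). The 3 Mir9 genes, with the shared 26 nt TCTTTGGTTATCTAGCTGTATGAGTG, summed to 114 ± 2.55 CPM. The 2 Mirlet7a genes summed to 468 ± 70.0 CPM, whereas the 2 Mir128 genes, which share the 23 nt TCTCACAGTGAACCGGTCTCTTT, summed to 12785 ± 10118 CPM. The Mir128 genes had 5631 CPM in replicate 1 and 19940 CPM in replicate 2. The 2 Mir138 genes summed to 6117 ± 1951 CPM.

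Of 141 genes with a copy suffix 46 (32.6%) were detected, against 355 of 2061 others (17.2%), an odds ratio of 2.33 (two-sided Fisher's exact p = 2.21e-05). That direction was lost among genes whose symbol begins with Mir, a restriction chosen after seeing the data. There 45 of 138 multi-copy genes were detected (32.6%) against 346 of 1036 others (33.4%), an odds ratio of 0.965 (Fisher's exact p = 0.923). The tests are across genes, which are not independent replicates.

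**Figure D5:**
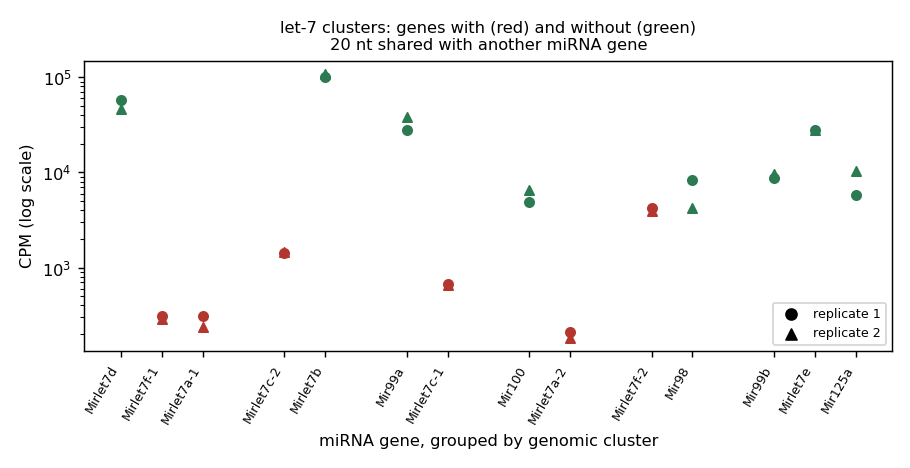
CPM on a log axis of neighbouring miRNA genes in 6 let-7 clusters, in replicate 1 (circles) and replicate 2 (triangles), with genes that share 20 nt or more with another miRNA gene in red and the others in green. Mirlet7d had a mean of 51922 CPM and its sequence-sharing neighbours Mirlet7f-1 and Mirlet7a-1 had 301 and 272 CPM.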

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

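The tests of neuronal RNA, of sequence similarity, of shared precursors and of the opposite strand were chosen only after the results they concern had been seen, and those of multimapping and GC content before.

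The neuronal Mir124a genes had only 7 and 16 counts and the Mir9 genes 261 and 396, beside 2743569 multimapping reads in replicate 1 and 4604517 in replicate 2, far above the 3 counts that a count of 0 allows. Reads of identical copies set aside as multimapping may account for this. A fragment within the 31 nt that the Mir124a genes share fits all 3 copies, so it is in no gene's count. The same holds for a fragment within the 26 nt that the Mir9 genes share. Low counts of these genes therefore do not show low levels of these microRNAs. In 15 of 21 genomic clusters (71.4%) members sharing 20 nt or more had the lower median CPM (exact sign test, p = 0.0784). One cluster was tied, with both medians at 0 CPM, and without it the count was 15 of 20 (exact sign test, p = 0.0414). The result thus hangs on how that tie is treated. Sharing members were lower by at least 20-fold in 11 clusters and higher by at least 20-fold in 1. Little neuronal RNA would lower neuron-enriched genes without shared sequence too, but the median of 6 such genes was 460 CPM in replicate 1 and 812 in replicate 2, against 86.1 and 96.1 for detected genes. Random lists of 6 detected genes reached that median in 18.1% and 9.90% of draws. The list was thus not unusually high, but little neuronal RNA predicts a low one. Mir132, Mir137, Mir153, Mir134 and Mir212 lay above the medians of detected genes in both libraries. Mir135b, at 18.1 and 11.4 CPM, lay below them. For these 6 genes as a set the values gave no sign of little neuronal RNA. They do not exclude it, since random lists often reached as high and the neighbours Mir132 and Mir212 are not independent. How much of the low counts multimapping explains also stays open, since the sources of the multimapping reads were not measured.

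The opposite-strand column held 170618 counts in replicate 1 and 253457 in replicate 2, above the 3 counts that a count of 0 allows. Sense reads of an overlapping miRNA gene on the other strand are consistent with these counts, since at least 99.9478% of them in either library lay in genes that overlap such a gene. Gm25927, opposite Mirlet7e, had 64214 opposite-strand counts in replicate 1, the same number as the sense counts of Mirlet7e.

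Single genes such as Mir31 and Mir301 differed between the replicates while the libraries correlated closely. The GC content of the hairpin is argued against as the main cause, with a Spearman rho of 0.0352 to the replicate ratio across 276 genes (bootstrap 95% interval -0.0817 to 0.152, permutation p = 0.56). A sequence-dependent step may play a part, since distant genes sharing 14 to 19 nt had replicate ratios closer together than random pairs, by a factor of 0.565 over 39 pairs (one-sided permutation p = 0.0161, adjusted p = 0.0858 over 8 pair tests). For different transcription of shared precursors, the factor for neighbouring genes was 1.01 (bootstrap 95% interval 0.747 to 1.10). Neither of these last explanations could be told from chance here.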

How the results depend on the processing

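The restrictions of the multi-copy comparison were chosen after seeing the data, and the other alternatives before. Detected genes numbered 299 to 438 under other thresholds and columns and 431 to 436 with 1 library alone. The coefficient of variation stayed at 29.6 to 31.9%, and 184 to 210 genes differed between the libraries, 192 of the 204 with DESeq2 size factors too. The 10 named replicate differences kept their direction and their side of the threshold under each alternative that gave a value. With the unstranded column the share of the 10 most abundant genes was 62.7%, and the log2 ratio of the neuron-enriched to the erythrocyte list was 8.60, because reads over oppositely oriented miRNA genes, Mir451a among them, become ambiguous there. That column gave no ratio for the oligodendrocyte and endothelial lists, which had 0 counts in at least 1 library. Without multi-copy genes the log2 ratios over microglia, endothelium and mural cells were 4.01, 0.74 and 1.77, mainly through the loss of Mir128 and Mir138 genes from the numerator. With all genes included, Spearman's rho was 0.897 and Pearson's r 0.991; the cause was not tested. The excess of detected multi-copy genes was lost, with a log2 odds ratio of -0.0515 among genes named Mir (Fisher's exact p = 0.923) and -0.16 among the same genes with copies defined by 20 nt of shared sequence (Fisher's exact p = 0.501). Leaving the 5 most abundant genes out of the total raised every level and list sum by construction, and left list ratios as they were. Depth limits genes near 3 counts, or 1.29 and 0.879 CPM. No paired analysis was possible because there is 1 group.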

Other observations

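The genes in this part were chosen after their values were seen, and no test was added for them. Some neighbouring genes had very unequal counts. Mir132 was at 10916 ± 278 CPM (SD, n = 2) and its neighbour Mir212 at 277 ± 26.9 CPM, although neither shares 20 nt with another miRNA gene. Mir221 was at 7162 ± 2454 CPM and Mir222 at 1154 ± 92.5 CPM. Mir451a, whose maturation bypasses Dicer, was at 1407 ± 566 CPM and Mir144 at 108 ± 18.6 CPM. In some clusters the neighbours also differed between the replicates in unlike ways. Mir298 had 2255 CPM in replicate 1 and 618 in replicate 2, while Mir296 beside it had 530 and 522. Mir195a had 1259 and 3055 CPM, and Mir497 had 967 and 1143. Mir125a had 5854 and 10403 CPM, whereas Mirlet7e in the same cluster had 27648 and 27624.

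Several genes outside the fixed lists were also abundant. Mir335, in an intron of the imprinted gene Mest, was at 3666 ± 777 CPM (SD, n = 2). Mir22 was at 3579 ± 513 CPM and Mir100 at 5667 ± 1181 CPM. Mir21a, associated with glial and inflammatory responses, was at 978 ± 238 CPM. The strongest gene whose symbol does not begin with Mir was Gm23450, on chromosome 7 at positions 3415066 to 3415156 of mm10, overlapping an exon of Cacng8, at 776 ± 31.7 CPM. Snord43, annotated as a miRNA gene in an intron of Rpl3, was at 65.6 ± 3.30 CPM.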
